A study of Mus musculus with 10 samples. Its data were reported in "Nucleotide metabolism in cancer cells fuels a UDP-driven macrophage cross-talk, promoting immunosuppression and immunotherapy resistance" (2024).

How the data were processed

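RNA-seq was analysed for 10 subcutaneous (s.c.) tumors grown from Panc02 cells, a mouse pancreatic cancer cell line, in C57BL/6J mice. In 5 tumors the cancer cells carried a guide RNA against Cda, the gene for cytidine deaminase (sgCda), and in 5 they carried a nontargeting guide (sgNT). Per the labels, the mice were 12 weeks old and the tumors were collected 16 days after injection. Groups and replicate numbers came from the sample titles only.

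The authors extracted total RNA from tumor tissue with TRIzol, isolated polyadenylated RNA and made stranded mRNA libraries, of which only the first bases of each fragment were read on an Illumina HiSeq instrument. Alignment to the mouse build GRCm38 (mm10) was done by the authors with TopHat and Bowtie on adapter-trimmed reads, and HTSeq was their tool for counting reads per gene, under Ensembl identifiers. The HTSeq version, its strand setting and the annotation release were not stated. The values used here are the gene counts as the authors deposited them, whole numbers with no normalization and with each tumor in its own column. HTSeq leaves out reads that align to more than 1 place and reads that overlap more than 1 gene, so counts of genes with near-identical copies or overlapping neighbours are lower than their transcript levels, and their fold changes are uncertain. Polyadenylated RNA from a whole tumor mixes cancer cells with host cells, so a count gives the tumor average and not the level in the edited cells.

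The table held 37417 genes and 5 HTSeq summary lines, and 11115 genes had 0 counts in every tumor. A table of gene names gave a symbol for 32608 of the identifiers and none for the other 4809. Gene positions were taken from the GENCODE annotation of the same build (GRCm38), which held 28 of the 29 genes named in the text. No column belonged to another sample.

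All computations started from the deposited counts. In the main analysis, genes were filtered with filterByExpr of edgeR (minimum count 10, minimum total 15), libraries were scaled with trimmed mean of M values (TMM) factors, and sgCda was compared with sgNT by edgeR's quasi-likelihood test (glmQLFit and glmQLFTest, edgeR 4.0.16, R 4.3.3), with all 10 tumors and no covariate. P values were adjusted with the Benjamini-Hochberg method over all genes tested and, for a list of 23 genes that the study's text deals with, over that list too. Standard errors were derived from the fold change and its F statistic, and 95% confidence intervals from those errors with the test's degrees of freedom. Normalized levels are given in the unit CPM of edgeR, counts relative to the TMM-scaled library size.

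Marker gene sets were written before the data were examined: 3 primary sets (macrophage, M2-like macrophage, cytotoxic T cell), 14 secondary sets and 5 sets for tissue that could be carried over into a s.c. tumor or for the sex chromosomes. The score of a set in a tumor was the mean log2 CPM (prior count 2) of its genes that passed the filter. Scores were compared by a two-sided exact permutation test over all 252 assignments of the 10 tumors, whose smallest possible p is 0.00794, with adjustment within each of the 3 families of sets. Genes named in the text were fixed by rule: Cda, the 23 listed genes and, among genes with an adjusted p under 0.05, a mean log2 CPM of at least 0 and groups that do not overlap, up to 5 in each direction with the largest fold changes. Where no gene passed, the rule gave the 3 genes with the smallest p in each direction, reported as not significant.

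Alternatives chosen before the data were examined were DESeq2's size factors (DESeq2 1.42.0), library totals without scaling factors, a filter of 1 count in any tumor, a filter of at least 10 counts in every tumor, the DESeq2 Wald test, limma-voom (limma 3.58.1), the replicate number as a block, removal of the 20 genes of highest mean count, and removal of each tumor in turn. For sets, a prior count of 0.5, the median in place of the mean, and limma's camera test with a preset inter-gene correlation of 0.01, with and without the block, were also tried. Chosen after seeing the data were the first 2 principal components or the skeletal muscle score as covariates, limma-voom with sample quality weights, and camera with the inter-gene correlation estimated from the data. The replicate numbers of the titles recur in both groups. The tumors came from different mice, and whether the numbers pair tumors was checked from the correlation of their deviations from the group means.

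The main test was tested on simulated counts for 15299 genes with the means, dispersions and library sizes of these data. Each gene was drawn independently, so the simulation holds no differences that many genes of a tumor share. Of 200 genes changed 2-fold, edgeR recovered 144 (72.0%) at an adjusted p under 0.05, with 10 false calls. Of 200 genes changed 1.5-fold it recovered 68 (34.0%), with 5 false calls, and with no change it made 0 calls. Assigned counts per tumor ran from 28051907 to 39484964, so 3 counts, taken as the smallest level a library can show, equal 0.0760 to 0.107 CPM before scaling. Binomial intervals (Wilson, 95%) cover counting error only, because PCR copies are not independent molecules. All pairs of libraries were compared by a chi-square statistic over genes with at least 20 counts in the pair. It was 10.5 or more per degree of freedom in all 45 pairs, so no library was a repeat of another. Figures were drawn with matplotlib 3.10.9 (Python 3.11.15). Variants and the sequence at the guide's target were not analysed here, since counts carry no sequence.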

Results

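To assess the transcriptome of tumors whose cancer cells had been targeted for cytidine deaminase (CDA, the enzyme that deaminates cytidine to uridine), bulk RNA-seq counts of 5 sgNT and 5 sgCda s.c. Panc02 tumors were compared. Libraries held 33162632 ± 3795916 assigned counts in sgNT tumors (mean ± SD, n = 5) and 33245695 ± 3472724 in sgCda tumors (n = 5). The shallowest library was sgCda replicate 4 (28051907 counts) and the deepest was sgNT replicate 5 (39484964 counts). Reads outside annotated genes made up 12.5% ± 1.85 of uniquely aligned reads in sgNT tumors and 13.6% ± 2.84 in sgCda tumors (SD, n = 5 each), with the highest share, 18.4% (95% Wilson interval 18.36 to 18.39), in sgCda replicate 4. Mitochondrial genes took 3.56% ± 0.0916 of assigned counts in sgNT and 4.09% ± 0.974 in sgCda tumors (SD, n = 5 each). More genes had at least 1 count in sgCda tumors (21640 ± 300.3) than in sgNT tumors (21272 ± 168.7; SD, n = 5 each). For this measure the two-sided exact permutation p was 0.0397, which became 0.317 after adjustment over the 8 depth measures compared. None of the other 7 measures had an exact p under 0.119.

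Cda, the targeted gene (ENSMUSG00000028755), lies on the minus strand of chromosome 4 (GRCm38, 138338424 to 138367992), is protein coding and has 4 exons in its longest coding transcript. No other annotated gene shares its exonic bases. It was counted 211 to 467 times per library. Levels in the 5 sgNT tumors were 10.1, 11.7, 12.8, 14.7 and 11.1 CPM in the order of their replicate numbers, with a mean of 12.1 ± 1.76 CPM (SD, n = 5). In the 5 sgCda tumors they were 8.34, 8.43, 12.1, 7.47 and 12.5 CPM, with a mean of 9.77 ± 2.34 CPM (SD, n = 5). Replicates 3 and 5 of the sgCda tumors lay within the range of the sgNT tumors. The log2 fold change was −0.30 (SE 0.17, 95% CI −0.67 to 0.06), a change of −19.0% with an interval from −37.2% to 4.52%. The difference was not significant (edgeR quasi-likelihood test, unadjusted p = 0.0963, adjusted over all genes 0.9996). Cda transcript therefore did not separate the labels in these libraries. The alternative that moved this value most was the fit without sgCda replicate 5, where the log2 fold change was −0.41 and edgeR's unadjusted p was 0.0347.

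**Figure D1:**
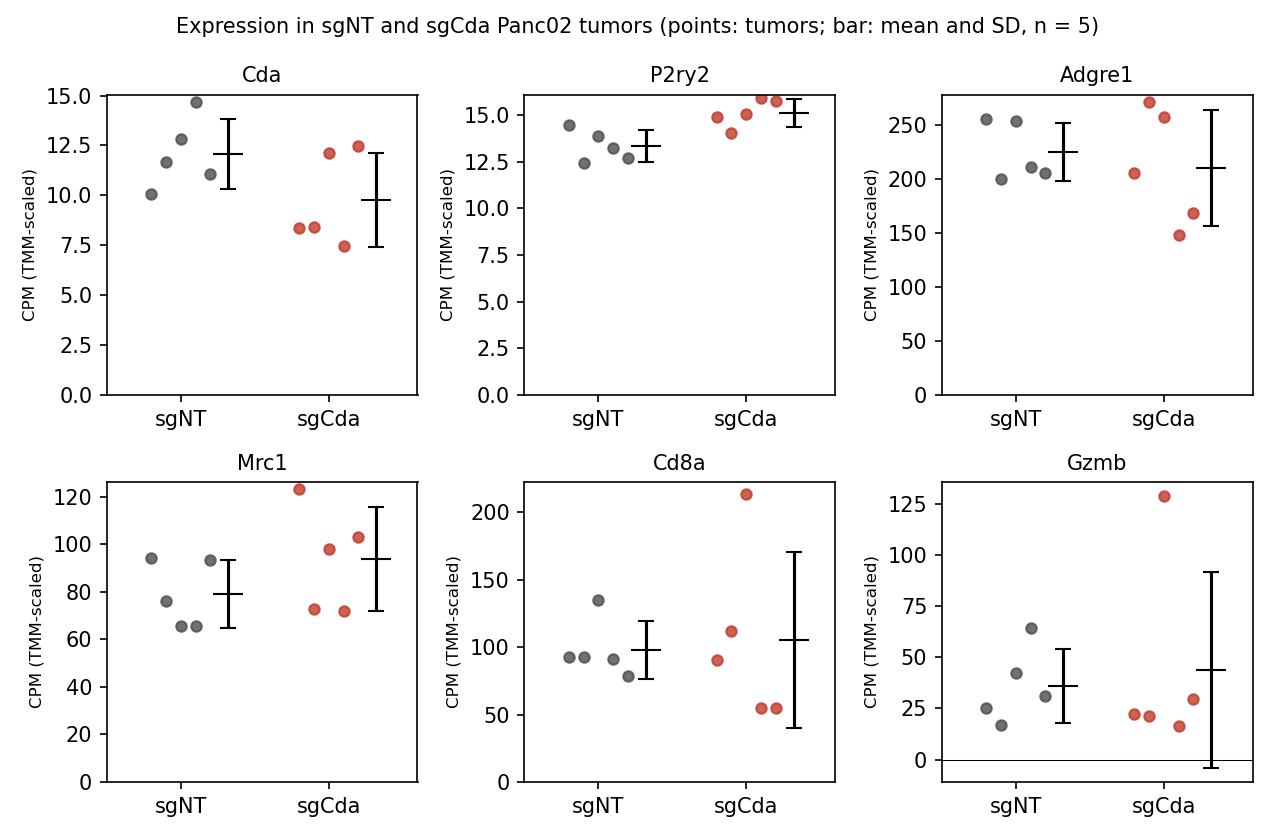
Expression of 6 genes in TMM-scaled CPM (vertical axis) in 5 sgNT and 5 sgCda tumors, where points are tumors in the order of their replicate numbers and bars give the mean and SD of each group. Cda ran from 10.1 to 14.7 CPM in sgNT and from 7.47 to 12.5 CPM in sgCda tumors, and the highest Cd8a and Gzmb values, 213.9 and 129.0 CPM, both belonged to sgCda replicate 3.

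Across the transcriptome, 15299 genes passed the filter. With edgeR's quasi-likelihood test, 0 genes had an adjusted p under 0.05, 0 higher and 0 lower in sgCda tumors, and the smallest adjusted p was 0.9996. At an unadjusted p under 0.05 there were 382 genes (2.50% of those tested), 236 higher and 146 lower in sgCda tumors. In 92 genes (0.601%) the values of both groups did not overlap, where chance gives 0.794%. The median absolute log2 fold change was 0.078 and the common biological coefficient of variation was 0.227. The count of genes past the adjusted threshold was 0 under every one of the 21 alternatives. The unadjusted count moved most without the expression filter, to 830 of 26302 genes (3.16%).

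As no gene passed, the 3 genes with the smallest p in each direction are given, none of them significant (edgeR, adjusted p = 0.9996 for each). Higher in all 5 sgCda tumors than in any sgNT tumor were B130006D01Rik (ENSMUSG00000075596, chromosome 11, 95723587 to 95726710; log2 fold change 1.35, SE 0.34), Pfn2 (ENSMUSG00000027805, chromosome 3, 57841895 to 57848079; 0.42, SE 0.11) and ENSMUSG00000052450 (0.97, SE 0.25), an identifier with no symbol or position in the annotation used here. B130006D01Rik was counted at 0.374 ± 0.0998 CPM in sgNT and 0.964 ± 0.496 CPM in sgCda tumors (SD, n = 5 each), a level near the filter. Pfn2 stood at 8.10 ± 0.600 and 10.9 ± 1.35 CPM (SD, n = 5 each). Lower in all 5 sgCda tumors than in any sgNT tumor were B3gnt3 (ENSMUSG00000031803, chromosome 8, 71690756 to 71701789; −0.26, SE 0.065), Fzd1 (ENSMUSG00000044674, chromosome 5, 4753839 to 4758035; −0.28, SE 0.074) and Lpgat1 (ENSMUSG00000026623, chromosome 1, 191717834 to 191784255; −0.23, SE 0.061). B3gnt3 stood at 54.2 ± 3.42 CPM in sgNT and 45.1 ± 2.52 CPM in sgCda tumors (SD, n = 5 each).

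Next, genes that the study deals with were examined, namely markers of macrophages and of T cells, pyrimidine-selective P2Y receptors, the PD-1 axis and ectonucleotidases. Of the 23 listed genes 21 were tested. P2ry4 and Entpd3 fell below the filter, with 16 and 48 counts over all 10 libraries. With edgeR, 0 of the 21 genes had an adjusted p under 0.05 over the list (smallest 0.734) or over all genes, and 1 had an unadjusted p under 0.05. Log2 fold changes were positive in 13 genes and negative in 8, and ran from −0.30 (Cda) to 0.28 (Gzmb). The gene with the smallest p was P2ry2 (ENSMUSG00000032860, chromosome 7, 100996568 to 101012866). It stood at 13.3 ± 0.839 CPM in sgNT and 15.1 ± 0.751 CPM in sgCda tumors (SD, n = 5 each). Its log2 fold change was 0.18 (SE 0.076, 95% CI 0.015 to 0.35), with all 5 sgCda tumors above the sgNT mean (edgeR, unadjusted p = 0.0349, adjusted over the list 0.734). P2ry6, the receptor on which the study centres, had a log2 fold change of 0.042 (95% CI −0.23 to 0.31), at 51.1 ± 3.16 CPM in sgNT and 52.6 ± 10.7 CPM in sgCda tumors (SD, n = 5 each), and P2ry14 one of 0.017 (95% CI −0.35 to 0.38).

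Among macrophage genes, Adgre1 (the gene for F4/80) had a log2 fold change of −0.10 (95% CI −0.46 to 0.26) and Mrc1 (the gene for CD206) one of 0.25 (95% CI −0.12 to 0.61). Cd68, Msr1 and Cd163 lay between −0.011 and 0.035. Among T cell genes, Cd8a had a log2 fold change of 0.10 (95% CI −0.65 to 0.85), Cd8b1 one of 0.11 and Gzmb one of 0.28 (95% CI −0.98 to 1.55). Cd8a stood at 98.1 ± 21.5 CPM in sgNT and 105.2 ± 65.5 CPM in sgCda tumors (SD, n = 5 each), and 2 of 5 sgCda tumors exceeded the sgNT mean. In the fits that each left out a tumor, the signs of Cd8a, Cd8b1, Gzmb, Ifng and the receptor gene P2ry6 changed only without sgCda replicate 3, where their log2 fold changes were −0.33, −0.38, −0.69, −0.11 and −0.079. Ifng (0.18), Foxp3 (0.21), Cd4 (0.11), Cd69 (0.067), Prf1 (−0.060), Pdcd1 (−0.018), Cd274 (−0.072), Entpd1 (−0.047) and Entpd2 (0.019) had log2 fold changes smaller than or close to their standard errors. Entpd2, Foxp3 and Ifng share exonic bases with another gene on the same strand, and Cd274 and Foxp3 with a gene on the opposite strand, so their counts are uncertain. The widest of the 21 intervals, that of Gzmb, spans changes from −49.5% to 192.3%, so differences of that size were not detectable for this gene in these data.

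**Figure D2:**
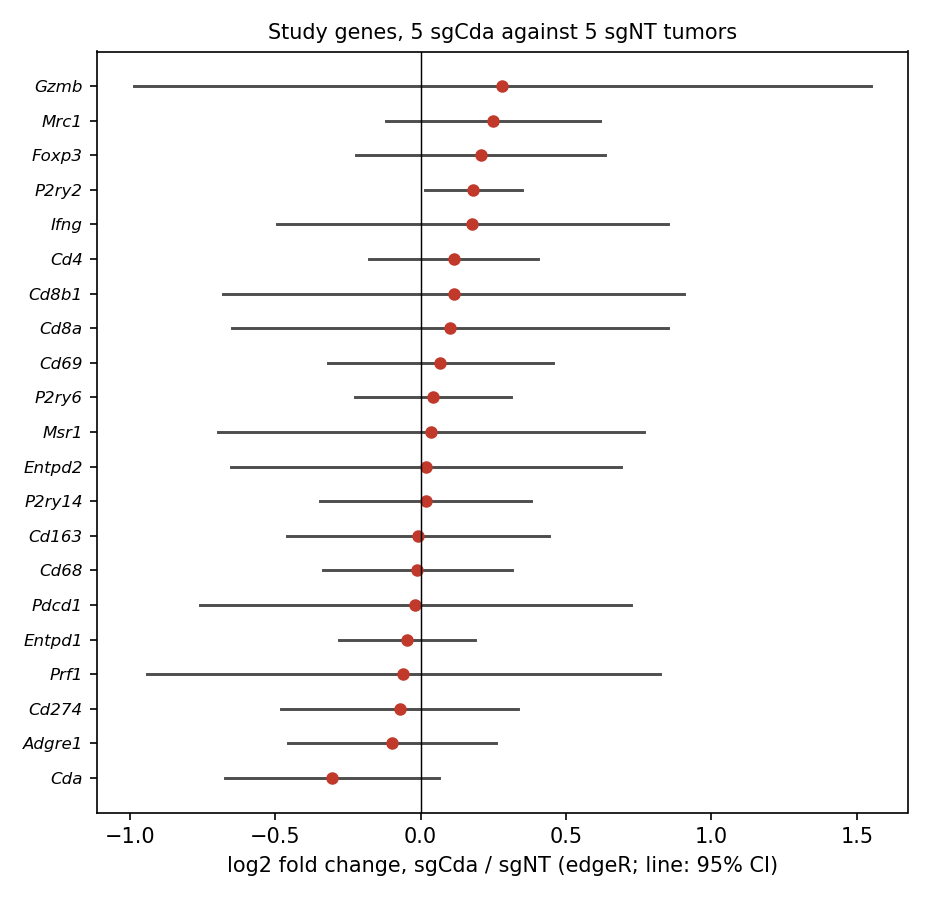
Log2 fold change of 21 genes between 5 sgCda and 5 sgNT tumors (horizontal axis; points, edgeR estimates; lines, 95% confidence intervals), one gene per line. Only the interval of P2ry2, 0.015 to 0.35, leaves out 0, and its p adjusted over the 21 genes is 0.734 (edgeR).

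To ask whether infiltration by macrophages or cytotoxic T cells differed, marker set scores were compared. The macrophage score, from 12 genes, was 7.97 ± 0.20 in sgNT and 7.94 ± 0.25 in sgCda tumors (mean log2 CPM ± SD, n = 5 each), a difference of −0.027 (exact two-sided permutation p = 0.857, adjusted over the 3 primary sets 0.921). The M2-like macrophage score, also from 12 genes, was 4.77 ± 0.26 and 4.74 ± 0.59, a difference of −0.028 (exact permutation p = 0.905, adjusted 0.921). For the 12 cytotoxic T cell genes the scores were 4.73 ± 0.38 and 4.77 ± 0.77, a difference of 0.038 (exact permutation p = 0.921, adjusted 0.921). All 3 differences were smaller than the SD of either group. The alternative that moved any of these differences most was the removal of sgCda replicate 3, without which the cytotoxic T cell difference was −0.28.

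**Figure D3:**
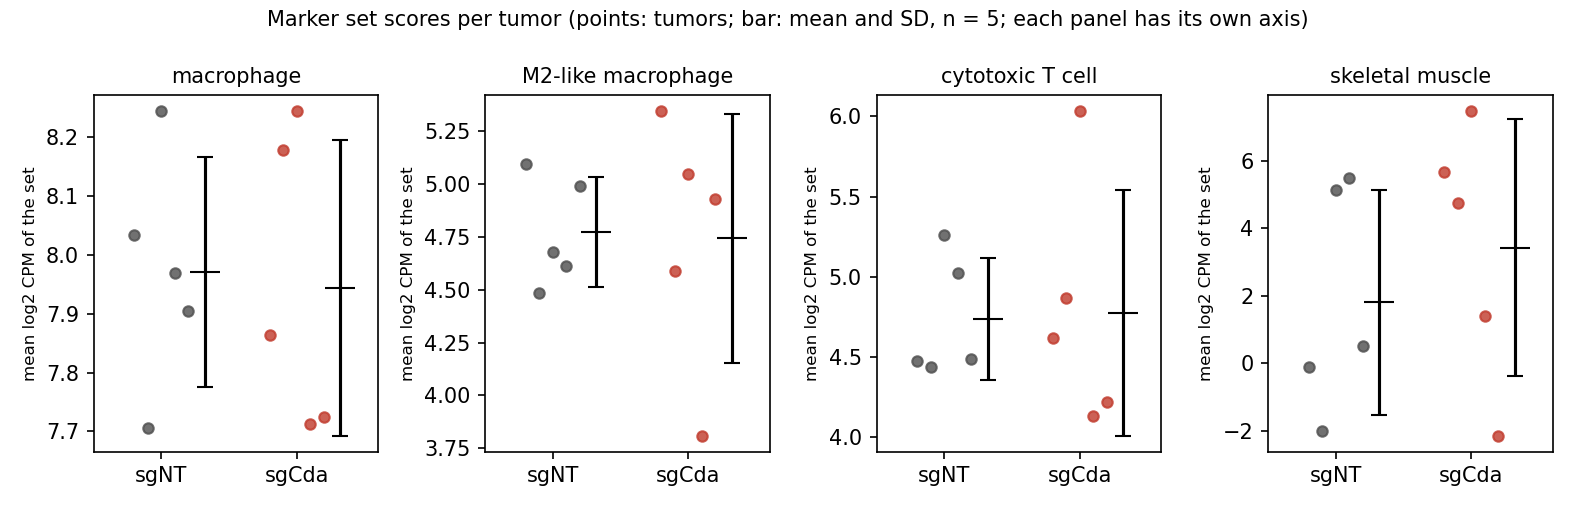
Marker set scores (vertical axis, mean log2 CPM of the genes in the set, each panel with its own range) in 5 sgNT and 5 sgCda tumors, where points are tumors in the order of their replicate numbers and bars give the mean and SD. The macrophage, M2-like macrophage and cytotoxic T cell scores overlap between the groups, and the skeletal muscle score runs from −2.14 to 7.46 over the 10 tumors.

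Of the 14 secondary sets, 0 differed at an adjusted or an unadjusted p under 0.05 in the exact permutation test. The smallest p, 0.262 (adjusted 0.759), was shared by the endothelial set, with a difference of −0.20 and 3 of 5 sgCda tumors below the sgNT mean, and the interferon response set, with a difference of −0.21 and 4 of 5 below. The score of 16 genes for pyrimidine synthesis and salvage differed by −0.020 (exact permutation p = 0.849). Under limma's camera test with its preset inter-gene correlation of 0.01, 6 of the 14 sets passed an adjusted p of 0.05, and with that correlation estimated from the data 0 did. The sets for carried-over tissue and sex chromosomes did not differ either, with a smallest exact permutation p of 0.254 for the keratinocyte set, which rested on 2 of its 8 genes.

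The first principal component of log2 CPM held 40.7% of the variance and the second 21.1%. The groups did not differ along the first (exact permutation p = 1), the second (0.222) or the third component (0.706). Replicates 3 and 4 of the sgCda tumors lay at opposite ends of the first component, with scores of 58.3 and −56.4. The mean distance between tumors, as the root mean square of log2 CPM differences over genes, was 0.666 among sgCda and 0.498 among sgNT tumors (exact permutation p of the difference = 0.270).

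**Figure D4:**
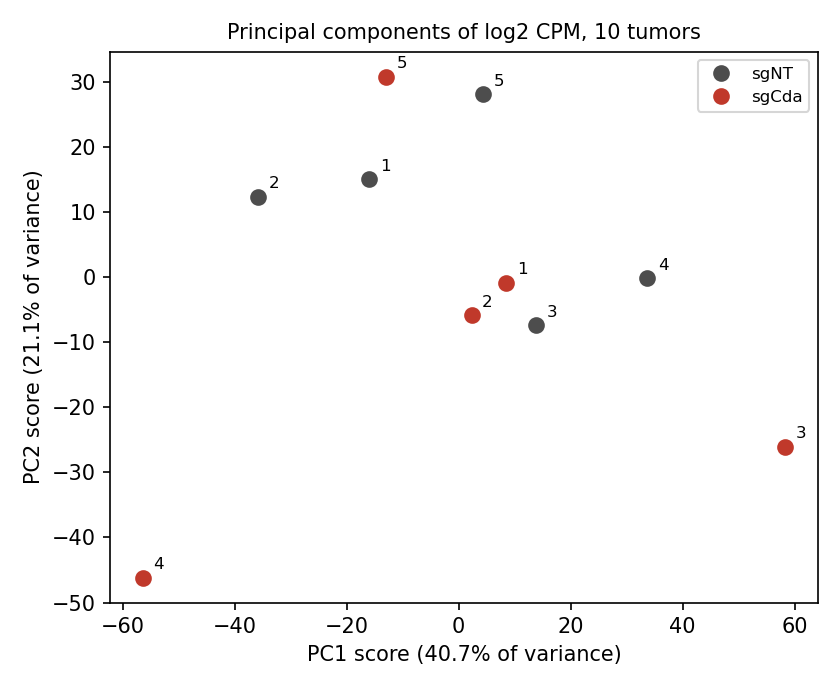
Scores of the 10 tumors on the first principal component (horizontal axis, 40.7% of variance) and the second (vertical axis, 21.1%), with replicate numbers beside the points. The sgNT and sgCda tumors intermix, and sgCda replicates 3 and 4 lie at 58.3 and −56.4 on the first component.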

Values the study reported

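In the methods for its bulk transcriptomics, the study gave an average of 35,159,030 ± 6,605,340 counts assigned to genes per sample. It did not name the samples that this average covers, and both group means given above for these tumors are lower.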

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

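Of the tests below, the comparison of quality measures, the place of a tumor by its T cell score and the count of distant values were chosen after their results had been seen. In 110 groups of 5 values, 8 values, from 5 tumors, lay far from the rest of their group, where 5.50 are expected at 1 in 20. The binomial probability of 8 or more is 0.186 if the groups of values are taken as independent, so this number of distant values is consistent with chance. Each value concerns a lone tumor, so the group labels do not account for it. Differences in tissue content were tested for the Pdcd1 value and for the 3 marker set scores, and no biological explanation was tested for the others.

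The mitochondrial share of sgCda replicate 4, 5.82% of assigned counts (95% Wilson interval 5.81 to 5.82), lay above those of the other 4 sgCda tumors (3.48% to 3.81%). Of the 13 mitochondrial protein-coding genes 12 had their highest share of counts in this tumor, which goes against an origin in a few genes. A library or tissue piece of other quality may explain it, since the same tumor had the least favourable value of all 10 in 3 of 4 other measures: the highest share of reads outside genes, the most multiply aligned reads per assigned count and the fewest assigned counts. The same tumor also had the most genes with at least 1 count of all 10 (21967), which goes the other way. A difference in the living tissue cannot be told apart from a difference in quality.

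Expression of Pdcd1 (the gene for PD-1) in sgNT replicate 3 was 6.86 log2 CPM, against 5.75 to 5.93 in the other 4 sgNT tumors. Counting error was excluded by an exact binomial test of its counts against those of the other sgNT tumors (p = 6.36e-241). The same tumor held place 1 of 5 among the sgNT tumors by the cytotoxic T cell score, which does not contain Pdcd1, so more T cells in that piece of tissue is a candidate explanation. Against it, sgNT replicate 4 had the second-highest score of the group (5.02, after 5.26) and the lowest Pdcd1 (5.75).

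Entpd2 in sgCda replicate 4 was −0.52 log2 CPM, against 0.43 to 0.63 in the other sgCda tumors, and B130006D01Rik in the same tumor was 0.93, against −0.51 to −0.19. B3gnt3 in sgCda replicate 5 was 5.63, against 5.44 to 5.49. Exact binomial tests of the counts against the other sgCda tumors gave p = 0.00138, 4.86e-07 and 3.98e-05. These p values make no allowance for the choice of the most distant values among 110 groups, so counting error is not excluded for Entpd2, and the other gaps are larger than it readily gives. For the first pair, the library quality raised for sgCda replicate 4 could not be separated from the tumor. Without sgCda replicate 4 or 5 the values of B130006D01Rik and B3gnt3 kept their direction, which follows from groups that do not overlap.

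The neutrophil score was 2.20 in sgNT replicate 4 (others 2.77 to 2.94) and 1.95 in sgCda replicate 3 (others 2.91 to 3.24), and the keratinocyte score, which rested on 2 genes, was 2.65 in sgNT replicate 4 (others 1.73 to 1.96). With the first principal component regressed out, 1 of these 3 scores, the keratinocyte score, still lay far from the rest of its group, and the neutrophil scores did not. Differences between tumors along the first principal component may therefore account for the neutrophil values. The keratinocyte value cannot be told apart from chance or from carried-over skin.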

How the results depend on the processing

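The covariate fits, the sample quality weights and the estimated inter-gene correlation were chosen after seeing the data. All 21 alternatives gave 0 genes past the adjusted threshold, 0 higher and 0 lower in sgCda tumors, and 0 of the listed genes past the list-adjusted one. The unadjusted count ran from 280 to 747 across the 10 fits that each left out a tumor. It was 830 without the filter and 719 with sample quality weights, against 382 in the main analysis.

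Cda kept its negative sign in all 21 alternatives. Its log2 fold change ran from −0.41 to −0.22 across the fits that left out a tumor and was −0.36 with quality weights (limma, unadjusted p = 0.0231; range over the alternatives 0.0231 to 0.219). Of the listed genes, 5 (Cda, Mrc1, P2ry2, Cd4 and Foxp3) kept their direction in all 21 alternatives. The 6 genes with the smallest p kept theirs in the alternatives that tested them, 21 for 5 of them and 20 for B130006D01Rik, which the filter of at least 10 counts in every tumor left out. These 6 genes were picked from the same data and their groups do not overlap. Leaving out a tumor could therefore not reverse them, and their kept direction is no added support. The other 16 listed genes changed sign at least once, and each time with a list-adjusted p of 0.393 or more. In the edgeR fits that left out a tumor, the signs of Cd8a, Cd8b1, Gzmb, Ifng and P2ry6 changed only without sgCda replicate 3, and that of Adgre1 only without sgCda replicate 4. Beyond this the cause was not tested.

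By setting, the log2 fold changes with another sign than in the main analysis were as follows. With the first 2 components as covariates they were Cd163 0.14, Cd69 −0.14, Cd8a −0.26, Cd8b1 −0.28, Gzmb −0.11, Ifng −0.11, Msr1 −0.11, P2ry14 −0.11 and P2ry6 −0.043. With the muscle score as covariate they were Cd163 0.15, Cd69 −0.019, Cd8a −0.26, Cd8b1 −0.27, Gzmb −0.085, Ifng −0.075, Msr1 −0.16, P2ry14 −0.057 and P2ry6 −0.048. With quality weights they were Cd163 0.13, Cd69 −0.022, Cd8a −0.14, Cd8b1 −0.19, Gzmb −0.34, Msr1 −0.19, P2ry14 −0.11 and P2ry6 −0.043. With limma-voom they were Cd8a −0.072, Cd8b1 −0.063, Gzmb −0.043 and Msr1 −0.095. With library totals Cd68 was 0.0012, and without the filter P2ry14 was −0.0018.

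Across the fits that left out a tumor, these genes crossed 0: Adgre1 (−0.20 to 0.0057), Cd163 (−0.11 to 0.12), Cd274 (−0.22 to 0.041), Cd68 (−0.15 to 0.042), Cd69 (−0.029 to 0.16), Cd8a (−0.33 to 0.27), Cd8b1 (−0.38 to 0.28), Entpd1 (−0.12 to 0.013), Entpd2 (−0.073 to 0.31), Gzmb (−0.69 to 0.59), Ifng (−0.11 to 0.32), Msr1 (−0.41 to 0.21), P2ry14 (−0.071 to 0.17), P2ry6 (−0.079 to 0.11), Pdcd1 (−0.25 to 0.25) and Prf1 (−0.55 to 0.23). So did the set differences for macrophages (−0.10 to 0.042), M2-like macrophages (−0.18 to 0.21), cytotoxic T cells (−0.28 to 0.20), NK cells (−0.026 to 0.22), dendritic cells (−0.029 to 0.23), fibroblasts (−0.32 to 0.014), hypoxia (−0.067 to 0.15), pyrimidine synthesis (−0.090 to 0.031), adipocytes (−0.81 to 0.23) and the Y-linked gene (−0.096 to 0.26). With the median of the genes, the M2-like difference was 0.18 and the pyrimidine difference 0.023. None of the 3 primary sets kept its direction throughout, and 9 of the 14 secondary sets did.

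With the replicate number as a block, 0 genes passed the adjusted threshold (325 at an unadjusted p under 0.05) and Cda fell by 0.32 on the log2 scale. Cd8a (−0.069), Cd8b1 (−0.081), Gzmb (−0.039) and Msr1 (−0.083) changed sign. Same-numbered tumors came from different mice, and their deviations from the group means had a mean correlation of 0.039. The single correlations ran from −0.43 to 0.34, and 49 of all 120 pairings gave a mean as high. No pairing by number was detected, though 5 pairs are too few to exclude one. Under camera, 6 secondary sets passed an adjusted p of 0.05, and 3 did with the block. The interferon response set had an adjusted p of 0.00396 and 0.00048, and its alternatives ranged from 0.00048 to 0.951.

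In depth, 3 counts equal 0.0760 to 0.107 CPM, which limits P2ry4, with 16 counts over 10 libraries. Entpd3, with a count in all 10 libraries and 48 in total, fell below the filter and was not compared.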

Other observations

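Of the tests below, the splits counted for the adjusted threshold and the group test of the muscle genes were chosen after their results had been seen. Each pattern is a hypothesis found and tested on the same data.

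The 382 genes at an unadjusted p under 0.05 are 2.50% of those tested, below the 5.14% in simulated counts with no change. The simulated genes were drawn independently, so 5.14% does not measure what chance gives for genes that vary together. Of 100 splits drawn from the 126 possible splits of the 10 tumors, the real one included, 64 gave as many such genes (median 563, highest 3640). Of the 16 splits that part all 5 same-numbered pairs, 13 gave as many. At the adjusted threshold the real split gave 0 genes, so all 16 gave at least as many by definition, and that count carries no information. The other splits mix the numbers within a group. Of the 100 splits, 95 gave 0 genes past the adjusted threshold, as the real one did, 4 gave 1 gene each and 1 gave 69 genes.

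A wide spread among the tumors may hide differences between the groups. sgCda replicates 3 and 4 had the lowest quality weights in limma (0.296 and 0.264, against 0.906 to 3.31 in the other 8 tumors). With those weights 0 genes passed the adjusted threshold, and the unadjusted share was 4.70%, against 2.07% with limma-voom without weights. With edgeR the share was 2.50% with all tumors. It was 4.86% without sgCda replicate 3, from 2.75% to 3.66% without sgCda replicate 1, 2 or 5 and 2.20% without sgCda replicate 4. Without each sgNT tumor in turn the share was lower, from 1.81% to 2.16%. A rise was therefore seen only when an sgCda tumor was left out. It was largest without the distant replicate 3 and absent without the distant replicate 4, and the other sgCda tumors gave a smaller rise. In edgeR with the muscle score as covariate there were 0 genes past the adjusted threshold and 3.29% at an unadjusted p under 0.05, and with the first 2 components as covariates 0 genes and 3.58%. Tumors without any difference between the groups would give 0 genes in these fits too, so the fits do not exclude distant tumors, carried-over skeletal muscle or tissue composition as sources of a wider spread. In the self-test 68 of 200 genes changed 1.5-fold were recovered at this number of tumors. The distance among sgCda tumors exceeded that among sgNT tumors by 0.168, which chance assignment of the 10 tumors gave with an exact two-sided permutation p of 0.270. A share of 0.965 of that difference was left after the muscle score was regressed out, which goes against muscle as its source.

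The skeletal muscle score (Acta1, Myh4, Ckm and others; mean log2 CPM) spanned 9.60 over the 10 tumors. The share of counts in these genes ran from 0.000148% (95% Wilson interval 0.000111 to 0.000196) in sgCda replicate 5 to 0.192% (0.191 to 0.194) in sgCda replicate 3. The set did not differ between the groups (difference 1.62, exact permutation p = 0.460, 3 of 5 sgCda tumors above the sgNT mean). Muscle carried over from beneath a s.c. tumor is a candidate source, and the group labels do not account for it.

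Cda fell by only 0.30 on the log2 scale in sgCda tumors. With the first 2 components as covariates it fell by 0.25, and with the muscle score as covariate by 0.32, so a difference in tissue composition along those components may account for a small part of the fall. Composition outside these covariates was not tested. An exchange of labels between tumors could not be excluded: the widest gap between neighbouring Cda values was 0.265 of their whole range, so the values form no separate clusters. A guide that disrupts the coding frame need not lower the transcript, and counts cannot show the edit. The study reported that Cda targeting was achieved in Panc02 cells, checked by RT-qPCR and western blotting. Its Cda primers covered the region that both of its guides target. It also reported less uridine and more cytidine inside sgCda than sgNT Panc02 cells. Those assays, and not these counts, bear on the loss of CDA in the cells. The study reported Cda by RT-qPCR of cells sorted from mouse tumors in cancer and endothelial cells and, at some level, in fibroblasts, with none in macrophages and T cells. Counts of whole tumors cannot separate these sources, and a further test asked whether host cells, which are not edited, carry part of the Cda transcripts here. Cda might then rise with their marker scores over the 10 tumors. A rise is not required, since a larger host share leaves a smaller share of cancer cells, which carry Cda too. In 4 relations tested by permutation (100000 resamples), Pearson's r was −0.547 for the neutrophil score (p = 0.101; Spearman's rho −0.455, p = 0.190), 0.205 for macrophages (p = 0.560; rho 0.309, p = 0.387), 0.493 for endothelial cells (p = 0.147; rho 0.430, p = 0.218) and 0.300 for fibroblasts (p = 0.400; rho 0.164, p = 0.658). The smallest adjusted p was 0.294. Without the 2 tumors farthest from the median score, r was −0.283, −0.087, −0.053 and −0.115. None of the 4 relations was established, which does not exclude host cells as a source of Cda transcripts. Within the 5 sgNT and the 5 sgCda tumors, r was −0.763 and −0.465 for neutrophils and 0.172 and 0.217 for macrophages. It was 0.0014 and 0.570 for endothelial cells and −0.246 and 0.535 for fibroblasts. Groups of 5 are too small to test these values or their differences between the guides. The r over all 10 tumors includes any difference in Cda between the guides.

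In the camera test with its preset inter-gene correlation of 0.01, the interferon response set was lower in sgCda tumors (adjusted p = 0.00396; 0.00048 to 0.951 over its alternatives), with 4 of 5 sgCda tumors below the sgNT mean and a difference of −0.21. Its 11 genes had an estimated inter-gene correlation of 0.757. With that estimate the adjusted p was 0.653, which is consistent with co-regulation of the genes, and not a group difference, behind the call. The other 5 sets that camera called also lost it.

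The study described more cytotoxic T cells and fewer macrophages in sgCda Panc02 tumors from histology and flow cytometry. Those tumors were IgG-treated, and the histology counted the tumor center and border apart. The labels of the tumors analysed here give neither a treatment nor the part sampled, which limits the comparison. RNA scores of whole tumors are also not cell counts or stained areas. The study's methods set the end stage later than day 16, the day of these tumors. For CD4+ and regulatory T cells, neutrophils, NK cells and dendritic cells the study observed no changes in sgCda Panc02 tumors. It also found Pdcd1 and Cd274 levels unaltered by CDA depletion. The bulk scores for cytotoxic T cells and macrophages differed by less than their spread. A tumor's highest cytotoxic T cell score, 6.03 in sgCda replicate 3, stood beside the second-lowest value of that group, 4.22 in replicate 5, and the lowest, 4.13 in replicate 4.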
